A study of Mus musculus with 4 samples. Its data were reported in "Polycomb- and REST-associated histone deacetylases are independent pathways toward a mature neuronal phenotype" (2014).

How the data were processed

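Mouse ESCs of the C57BL/6 strain, grown with leukemia inhibitory factor on feeder fibroblasts and passaged off them before harvest, were crosslinked and their sheared chromatin was immunoprecipitated with a rabbit polyclonal antibody against the C-terminal part of REST. The purified DNA of technical and biological replicates was pooled before library construction and sequenced on an Illumina Genome Analyzer II. The paper's methods name Bowtie as the aligner, keeping uniquely mapped reads only, whereas the submitters' processing notes name BWA. Versions were not given in the sources used here, and the build was mm9. Peaks were called with PeakRanger and MACS and the overlapping set was kept according to the methods, but whether the list analysed here is that overlap or the output of 1 caller is not stated.

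The deposited list gave, for each region, its chromosome, start, end and a rank score assigned by the authors, with 1 for the most enriched region. No height, fold enrichment or significance value accompanied the rank, so it was used only to order regions within the list. Read counts were not part of the list, and the depth behind each region was therefore unknown. Because only uniquely mapped reads were kept, binding sites in repeated sequence could be missing from the list. Selection of fragments by size and amplification by PCR before sequencing could also have altered the relative enrichment of regions, and this could not be assessed from ranks. Coordinates are printed as deposited. Whether they count from 0 or from 1 was not stated, and sequences were extracted as though the start counted from 0, which could shift a window by 1 base. Coordinates of RE1 matches count from 1.

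The groups followed the labels: REST immunoprecipitation from wild type ESCs (1 sample, analysed), and H3K27me3 from wild type ESCs, H3K27me3 from REST knockout ESCs and input DNA (not analysed here). With 1 pooled library there were no replicates to compare, and background was not measured because the input library was not analysed here. Intervals are exact Clopper-Pearson 95% binomial intervals and cover counting error over regions or genes only.

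The genome sequence was NCBIM37, whose chromosomes match those of mm9, with the GENCODE M1 annotation (Ensembl 65). Distances ran from the region midpoint to the nearest TSS of any protein-coding transcript. Midpoints were assigned in order of priority to promoter (1 kb upstream of a TSS), 5' UTR, coding exon, 3' UTR, other exon, intron or intergenic sequence. For the spacing, TSS and annotation measures, regions were placed at random 1000 times on the same chromosome outside assembly gaps, and one-sided permutation p-values were taken, the smallest possible being 0.001. The X chromosome share was tested with an exact binomial test against the X share of known bases. Sequence where no read maps uniquely was left out of neither the placements nor these known bases. Differences from them may therefore be too large.

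A full RE1 was defined as at most 5 mismatches over 19 defined bases, with 2 free bases between the elements, on either strand. Single elements were allowed 1 mismatch, and gaps of 3 to 20 bases between both elements counted as wider spacing. Regions were assigned to the first class that applied, with the left element before the right. The class of the left element alone could therefore include regions that also held a right element on the other strand or at another distance. Control windows of the same width lay 2 kb to each side and were compared by Fisher's exact test, two-sided. Median ranks of classes were compared by two-sided permutation tests with 100000 resamples, for which the smallest p is 1e-05. Gene lists were compared with all other protein-coding genes by Fisher's exact test, two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each family, with a threshold of 0.05.

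The 16 gene lists were fixed before the data were examined: voltage-gated channels, synaptic vesicle release, neurotransmitter receptors, neuropeptides and granules, axon and cytoskeleton, proneural and early neural genes, Polycomb developmental regulators, pluripotency, REST complex, Polycomb complexes, housekeeping, muscle and heart, liver and pancreas, feeder fibroblasts, and a pair of lists taken from the study. Older gene symbols were matched through RefSeq synonyms, and Sox1 was not in the annotation. The genes named were set by rule at the same time: the nearest TSS of the 10 regions of highest rank, up to 4 members of each list with the best ranked region within 20 kb, 9 loci that the study examined by ChIP-qPCR, with and without an RE1, and the 5 genes with most regions within 20 kb, ties being settled by the best rank. Syp and Syn1, and genes named only in the closing section, were chosen after their values were seen. Some genes that the rule selects are not reported here.

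The motif search and the list test were tested on simulated data. All 200 planted RE1s were found at each mismatch count from 0 to 5, and none of 200 at 6 or 7. This follows from the limit of 5 mismatches, so it checks the code and not the sensitivity for real RE1s. When 5 simulated lists of 40 genes were given 5-fold odds of a region, 5 of 5 were called, as was 1 of 100 unrelated lists of 30 genes. Regions of which 400 were planted at TSSs gave a permutation p of 0.001 for the 5 kb share, and regions placed at random gave 0.220.

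Alternatives comprised the 1252 regions of higher rank only, merging of regions within 1 kb, other distances for spacing and TSS windows, any overlap in place of the midpoint, all annotated genes, a 5 kb promoter, RE1 limits of 3 and 6 mismatches, a position weight matrix, flanks at 10 kb, region width in place of rank, assignment to the nearest TSS only, the 5' end of each gene only, and regions with a full RE1 only. The last 2 of these were added after seeing the data. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.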

Results

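Chromatin from mouse embryonic stem cells (ESCs) was immunoprecipitated with an antibody against REST, a zinc finger protein that represses neuronal genes outside the nervous system, and the co-purified DNA was sequenced. REST recognises a DNA element termed RE1, made of a left element of 9 bases and a right element of 10 bases that lie 2 free bases apart in the canonical form. The series comprised 4 samples, of which 1, the REST immunoprecipitation from wild type ESCs, was analysed here as a list of bound regions. The H3K27me3 samples from wild type and REST knockout ESCs and the input sample were not analysed here. DNA of the technical and biological replicates had been pooled into a single library, so there was no replicate from which to measure the spread of a region or its rank. Each region carried only its rank by enrichment, with rank 1 the most enriched, and the depth behind a region was unknown. The tests below therefore compare regions, genes or sequences within 1 list, and neighbouring regions are not fully independent of each other.

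The list held 2504 regions, called REST-bound here, in the mm9 assembly, spread over 20 chromosomes, with none on the Y chromosome. This is more than the study reported, and which of the regions it kept was not stated. The listed regions were short, with a median width of 264 bp and a range of 80 to 2246 bp. Together they spanned 663.787 kb. Width fell with rank, from a median of 317.5 bp in the 626 most enriched regions to 184 bp in the 626 least enriched. Chromosome 11 carried the highest density, 226 regions or 1.90 per Mb, whereas chromosome 3 carried 0.499 per Mb. The X chromosome held only 23 regions, 0.919% of the list (exact 95% interval 0.583 to 1.38%), against 6.33% expected from its length (exact binomial test, two-sided, p = 8.51e-43) and 4.17% expected from its number of genes (p = 3.08e-22). The expectation from length counted all known bases, including any where no read maps uniquely. The 23 included regions near L1cam, a neuronal adhesion molecule (rank 72), and near Syp and Syn1, which encode the synaptic vesicle proteins synaptophysin and synapsin I (ranks 711 and 2504).

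REST-bound regions lay closer together than regions placed at random on the same chromosomes. Of the 2504 regions, 265 (10.6%) had another region within 10 kb, compared with a mean of 2.31% and a maximum of 3.99% in 1000 random placements (one-sided permutation p = 0.001, the smallest these placements can give). Of these, 92 had another region within 2 kb (3.67% of all regions, against a random mean of 0.514%). Whether some are a single site listed as separate regions was not tested. Random placement took no account of where genes lie or of where reads map uniquely. Rbfox3, which encodes the neuronal nuclear antigen NeuN, and Zdhhc22, a palmitoyltransferase gene, each had 4 regions within 20 kb of a transcription start site (TSS), the most of any gene. There were 17 genes with 3 or more regions. Of those with 3, the genes with the best ranked region were Stmn3, Lhfpl5 and Crmp1. This count takes in regions near separate TSSs of a gene, so it need not mean a cluster. At Rbfox3 the regions ranked 15, 227, 1090 and 1358. They started from 118417068 to 118788469 on chromosome 11, and none lay within 10 kb of another of the 4. At Zdhhc22 the regions ranked 129, 286, 874 and 1967 and started from 88324458 to 88335252 on chromosome 12.

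To ask how REST binding related to genes, the midpoint of each region was compared with the TSSs of protein-coding transcripts. Within 1 kb of a TSS lay 368 regions (14.7%), 5.79-fold more than the 2.54% of random placements. Within 5 kb there were 764 regions (30.5%, exact 95% interval 28.7 to 32.4%), 2.79-fold over the random mean of 10.9%. Within 20 kb there were 1331 regions (53.2%, 51.2 to 55.1%), 1.70-fold over 31.2%. Each of these shares exceeded all 1000 random placements (one-sided permutation p = 0.001), which could also fall where no read maps uniquely. At the other extreme, 417 regions (16.7%) were over 100 kb from any protein-coding TSS, a class that took 35.8% of random placements.

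**Figure D1:**
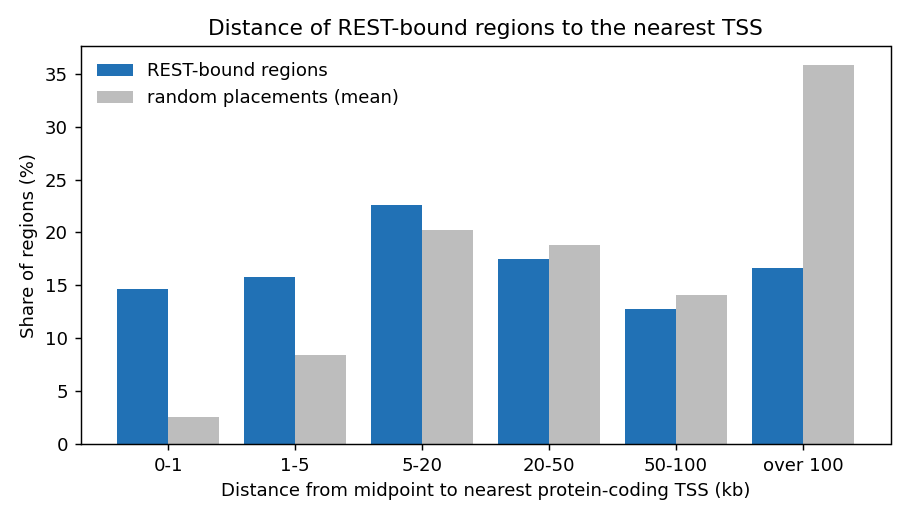
Share of regions (vertical axis, %) by distance from the region midpoint to the nearest protein-coding TSS (horizontal axis, kb). Blue bars are the 2504 REST-bound regions and grey bars the mean of 1000 random placements on the same chromosomes. REST-bound regions exceeded random placement most clearly within 1 kb (14.7% against 2.54%) and fell below it beyond 100 kb (16.7% against 35.8%).

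The annotation of region midpoints showed the same skew toward the starts of genes. Promoters, defined as 1 kb upstream of a TSS, held 187 regions (7.47%, 5.48-fold over random) and 5' UTRs held 67 (2.68%, 13.1-fold). Coding exons held 116 regions (4.63%, 3.17-fold) and other exons held 43 (1.72%, 2.15-fold), each with a one-sided permutation p of 0.001. Most regions were nonetheless intronic (1025, 40.9%) or intergenic (1021, 40.8%). Intergenic midpoints were fewer than the 56.2% of random placements (permutation p = 0.001). The excess in 3' UTRs (45 regions, 1.80%, 1.67-fold, permutation p = 0.004) and in introns (1.05-fold, p = 0.023) was small, and among the 1252 regions of higher rank neither passed the threshold (p = 0.193 and 0.412). The intron excess was also lost when promoters were extended to 5 kb (permutation p = 0.260).

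The DNA beneath the regions was then searched for the RE1, with the left element TTCAGCACC and the right element GGACAGCGCC as consensus. A full RE1, with at most 5 mismatches in its 19 defined bases, was found in 1454 regions (58.1%, exact 95% interval 56.1 to 60%). Only 42 of 4983 flanking windows of the same width contained one (0.843%), an odds ratio of 163 by Fisher's exact test, with a p too small to be represented by the software. The best match lay at a median of 24 bp from the region midpoint, and 89.7% of best matches lay within 50 bp of it. A perfect RE1 was present in 12 regions. The share with a full RE1 depended on the limit set: it was 30.8% with at most 3 mismatches and 69.8% with at most 6, where 4.78% of flanking windows also matched.

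Regions were divided into classes by their RE1 content. A single full RE1 occurred in 1358 regions (54.2%) and 2 or more in 96 (3.83%). A further 88 regions (3.51%) had no full RE1 but both elements on 1 strand with a wider gap, and in all 88 this gap was between 7 and 11 bases, although gaps of 3 to 20 bases were searched. The class of the left element alone comprised 274 regions (10.9%) and that of the right element alone 252 (10.1%). Unlike the latter, which excluded the left element, the former did not exclude an unpaired right element elsewhere in the region. The left element alone was also common in flanking windows (7.32%), whereas the right element alone was rare there (0.823%). In the remaining 436 regions (17.4%) none of these was detected, compared with 91.0% of flanking windows.

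The median rank of a region differed between these classes. Regions with several full RE1s had a median rank of 81.5, and 86 of the 96 were among the 1252 regions of higher rank. The median rank was 1036.5 with 1 full RE1, 765 with both elements at the wider gap, 1483 with the left element alone, 1658.5 with the right element alone and 1823 where no match was found. The contrast the study drew, between repeated full RE1s and a single right element, was a difference of -1577 ranks (permutation test of medians with 100000 resamples, two-sided, adjusted p = 1.2e-05 by the Benjamini-Hochberg method over 15 class pairs, from the smallest p these resamples can give). Regions with the wider gap ranked above those with 1 full RE1 by 271.5 ranks (permutation test, adjusted p = 0.0165), a difference not called with at most 3 mismatches (adjusted p = 0.531). These classes were unlike in stringency, as the wider gap allowed 1 mismatch per element and a full RE1 up to 5. Among all regions, the median rank was 732.5 where the best match had 2 mismatches and 909 where it had 3. The difference therefore does not show that the wider gap favours enrichment. Between the left and the right element alone the difference was -175.5 ranks in favour of the left (permutation test, adjusted p = 0.0372), and -124 ranks with at most 3 mismatches, where it was not called (adjusted p = 0.106). Among the 1252 regions of higher rank, a cut made on rank itself that narrows the ranks compared, 4 pairs of classes were not separated: 1 full RE1 and the left element (-56 ranks, permutation adjusted p = 0.306), the left and the right element (-128, 0.0981), the left element and no match (-129, 0.103), and the right element and no match (-1, 1.0). Regions with several RE1s were also wider (median 353.5 bp, against 270.5 bp with 1), so they offered more sequence to match, although none of the 4983 flanking windows held more than 1 full RE1. Among regions as a whole, the median rank declined from 427.5 for the 12 with a perfect RE1 to 1412 for the 317 whose best match had 5 mismatches.

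**Figure D2:**
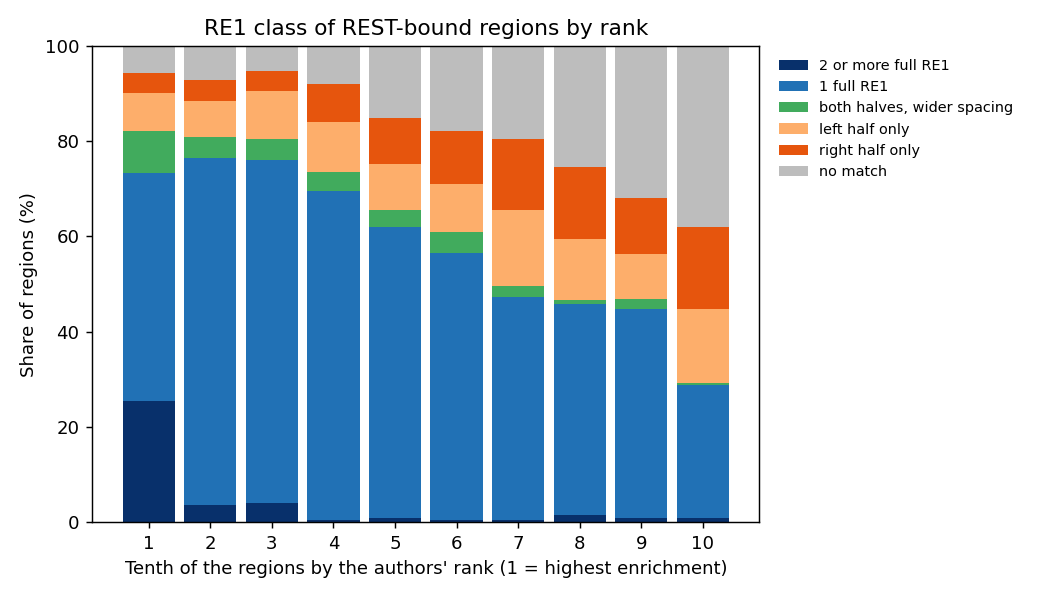
Share of regions in each RE1 class (vertical axis, %) across 10 bins of regions ordered by the authors' rank (horizontal axis, 1 being the most enriched). Stacked colours are the 6 classes. Regions with 2 or more full RE1s made up 25.5% of the first bin (64 of 251) and 0.8% of the last (2 of 250), while regions with no match rose from 5.58% to 38.0%.

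Where RE1s were repeated they shared an orientation. In 88 of the 96 regions with 2 or more full RE1s every copy lay on the same strand (91.7%), against 41.4% if strands were drawn at random. Of the 70 regions with exactly 2 copies, 62 had both on the same strand (88.6%, exact binomial test against 50%, two-sided, p = 1.83e-11). There were 26 regions with 3 or more copies.

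The most enriched regions illustrated this arrangement. The region of rank 1 (chromosome 4, 139814837 to 139815338) was intergenic, 12.389 kb upstream of a TSS of Igsf21, an immunoglobulin superfamily gene, and held 3 full RE1s. Rank 2 (chromosome 8, 14072522 to 14072962) lay in an intron 17.558 kb downstream of the Erich1 TSS and held 4. Rank 3 (chromosome 4, 150978588 to 150979473) lay in an intron 18.437 kb upstream of the nearest TSS of Camta1, a calmodulin-binding transcription factor gene, and held 9, the most of any region. Its best copy, TTCAGAACCAGGGACAGCGCC at 150978795 to 150978815 on the minus strand, had 1 mismatch. Rank 4 was in an intron nearest to Celf4, an RNA-binding protein gene, with 4 copies, and rank 5 was in an exon outside the coding and UTR classes, 4.899 kb upstream of Gm16532 with 5. Ranks 7 and 10, in introns nearest to Phf21b and Xkr6, held 3 copies each. Rank 9 (chromosome 19, 4988996 to 4989523) was in an intron 0.711 kb downstream of the TSS of Npas4, an activity-dependent neuronal transcription factor gene. It held 4 copies, the best being TTCAGCACCGCGGACAGCTCC at 4989160 to 4989180 on the plus strand with 1 mismatch. The 2 exceptions were rank 6, an intergenic region 315.278 kb from the nearest protein-coding TSS (Nphp4) with 1 full RE1, and rank 8. The latter (chromosome 15, 77950175 to 77950610) covered the 5' UTR of Cacng2, which encodes the AMPA receptor regulator stargazin. It held no full RE1 and fell in the class of the left element.

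**Figure D3:**
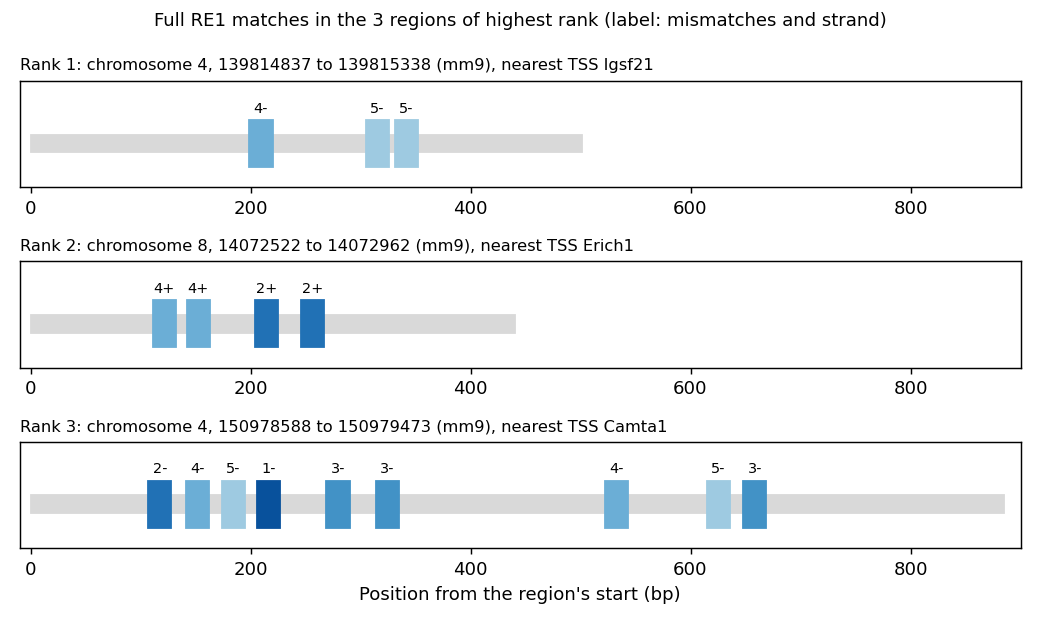
Map of the 3 regions of highest rank (grey bars, horizontal axis in bp from the start of each region, mm9). Blue boxes are full RE1 matches, each labelled with its number of mismatches and its strand. The copies number 3, 4 and 9, and within each region all lie on the same strand.

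Genes with a REST-bound region within 20 kb of a TSS, the distance the study used to define targets, numbered 1822 of 22219 protein-coding genes (8.20%). Genes of mature neurons were strongly over-represented among them. The voltage-gated channel list also held genes of other kinds, such as the AMPA receptor regulator genes Cacng2 and Cacng3. Of its 34 genes, 19 had a region (55.9%, odds ratio 14.3, exact adjusted p = 6.28e-12). So did 20 of 37 genes of synaptic vesicle release (54.1%, odds ratio 13.3, exact adjusted p = 5.57e-12), 19 of 36 neurotransmitter receptor genes (52.8%, odds ratio 12.6, adjusted p = 1.86e-11) and 16 of 26 genes of neuropeptides and secretory granules (61.5%, odds ratio 18.1, adjusted p = 3.02e-11). Genes of axons and the neuronal cytoskeleton followed with 21 of 50 (42%, odds ratio 8.19, exact adjusted p = 2.43e-10). These are Fisher's exact tests, two-sided, against all other protein-coding genes, adjusted by the Benjamini-Hochberg method over the 16 lists.

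Within these lists the best ranked regions were often within 1 kb of a TSS. Chgb, encoding the granule protein chromogranin B, had a region of rank 34 in a coding exon 0.490 kb downstream of its TSS. Scg3 (rank 120) and Vgf (rank 149), which encode other granule proteins, had regions in their 5' UTRs, and the region nearest to Pdyn, the prodynorphin gene, ranked 155 at 16.077 kb upstream. Among receptor genes, the glycine receptor gene Glra1 (rank 76), the nicotinic receptor gene Chrnb2 (rank 98), the dopamine receptor gene Drd2 (rank 228) and the muscarinic receptor gene Chrm4 (rank 241) each had a region with a full RE1 within 1 kb of a TSS. The best ranked genes of vesicle release were Syt7 (rank 41), the SNARE gene Snap25 (rank 84), the priming factor gene Unc13a (rank 130) and the complexin gene Cplx1 (rank 230). Of these, Syt7 alone had its region farther than 1 kb from a TSS, at 13.826 kb. On the channel list, the best ranked genes included Cacng2, Cacng3 (rank 66) and the pacemaker channel gene Hcn3 (rank 197). Axonal genes included Stmn3 (rank 28, 7.005 kb from a TSS), Celsr3 (rank 51), L1cam (rank 72) and Mapk8ip2 (rank 81).

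Proneural and early neural genes were also over-represented, with 12 of 32 (37.5%, odds ratio 6.75, exact adjusted p = 9.73e-06). A region of rank 257 with a perfect RE1 lay 0.074 kb upstream of Lhx3, a LIM homeodomain gene. Neurod4 (rank 318), Hes3 (rank 381) and Neurod1 (rank 405) were the next best ranked. In contrast, developmental regulators known as Polycomb targets did not stand apart from other genes, with regions at 3 of 45 (6.67%, odds ratio 0.799, exact adjusted p = 1.0). These 3 were Pax5 (rank 696), Wnt1 (rank 1263) and Pax7 (rank 1355), and none of their regions held a full RE1. Genes of the Polycomb complexes (3 of 23, exact adjusted p = 0.574) and of the REST complex (2 of 24, adjusted p = 1.0) did not differ detectably from other genes either. The Polycomb members were Ezh1 (rank 1354), Phc2 (rank 2104) and Phc1 (rank 2433). The REST complex members were Rest itself, with a region of rank 1993 and 1 full RE1 in its promoter, and Ehmt1 (rank 1719), which encodes the methyltransferase GLP.

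**Figure D4:**
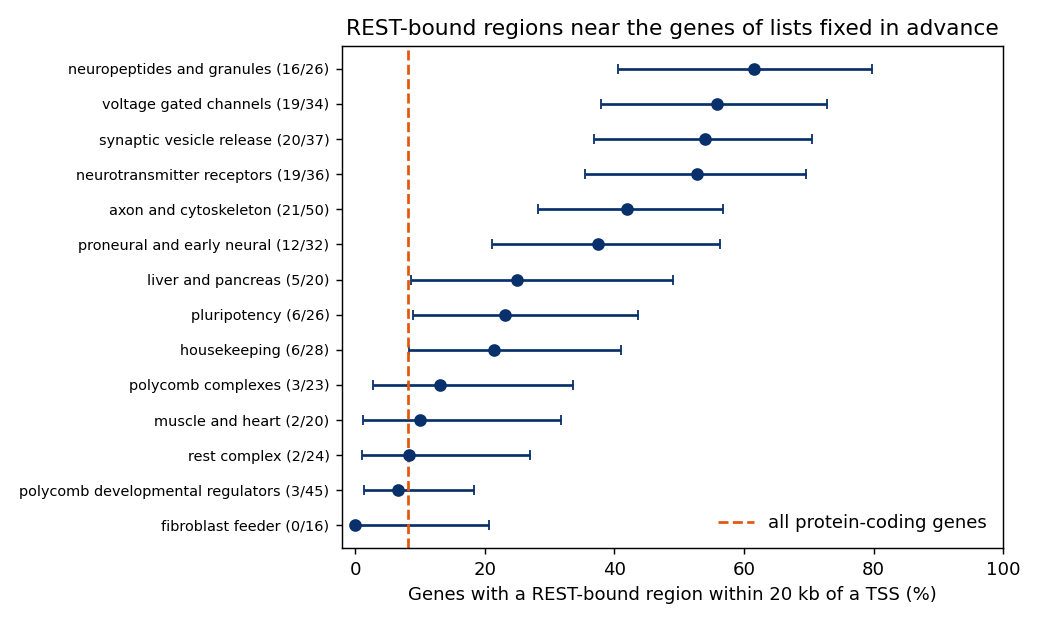
Share of the genes in each of 14 lists with a REST-bound region within 20 kb of a TSS (horizontal axis, %), with the number of genes in parentheses. Points are shares and bars their exact 95% binomial intervals, and the dashed line marks all protein-coding genes at 8.20%. The 5 lists of mature neuronal genes lie between 42% and 61.5%.

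Genes active in ESCs were also found near REST-bound regions. Among pluripotency genes 6 of 26 had a region (23.1%, odds ratio 3.37, exact adjusted p = 0.0296). Lin28a, which encodes an RNA-binding regulator of let-7, had a region of rank 75 with 2 full RE1s, whereas the regions of Klf2, Pou5f1 and Nanog ranked 1847, 1913 and 1965 and held no full RE1. Among the 1252 regions of higher rank the pluripotency share was 3.85%, below the 4.46% of other genes, and it was no longer called. Housekeeping genes had regions at 6 of 28 (21.4%, odds ratio 3.06, exact adjusted p = 0.0344), a call lost among the 1252 regions of higher rank, where 3 of 28 had one (10.7% against 4.45%, odds ratio 2.58, adjusted p = 0.226). They included Rps18 (rank 64, 17.154 kb away with 2 full RE1s), Eef1a1 (rank 133), Gapdh (rank 187) and Ppia (rank 1673), the last 3 without any RE1 match.

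Among markers of other lineages, liver and pancreas genes had regions at 5 of 20 (25%, odds ratio 3.74, exact adjusted p = 0.0323), among them Hnf4a (rank 1122) and Abcc8 (rank 2008). This call was lost among the 1252 regions of higher rank (odds ratio 2.39, exact adjusted p = 0.357) and with a 5 kb window (odds ratio 1.42, adjusted p = 0.591). Muscle and heart genes had regions at 2 of 20 (10%, exact adjusted p = 0.774), namely Acta1 (rank 334) and Myh7 (rank 2398). This list passed the threshold only when each region was given to its nearest TSS at any distance (exact adjusted p = 0.0418). No region lay near the 16 fibroblast genes, markers of the feeder cells on which the ESCs had been grown (exact 95% upper bound 20.6%, adjusted p = 0.774).

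The list also allowed a look at loci chosen by the study, which are not independent evidence because they were picked from these samples. Of 23 genes taken from those the study listed as REST-associated, whose H3K27me3 differed in REST knockout ESCs, 20 had a region within 20 kb (87.0%, odds ratio 75.4, exact adjusted p = 3.82e-18), led by Cacng2, Celsr3, Mast1 (rank 63) and Vgf. A further gene on the study's list was left out, so this share covers a shorter list. Of 9 loci examined by ChIP-qPCR, 6 had one (odds ratio 22.5, exact adjusted p = 4.08e-05). The 9 mixed REST-bound loci with control genes, and the 6 included the controls Pou5f1 and Gapdh. This test therefore does not measure enrichment of the study's targets. The regions at Igsf21, Erich1 and Npas4 ranked 1, 2 and 9 and each held 2 or more full RE1s. The nearest region to Kcnk9, a potassium channel gene, ranked 11 with 4 full RE1s, but lay 22.492 kb from the TSS and thus just outside the window. The study used promoter regions of Pou5f1 and Gapdh as controls without an RE1, Gapdh for histone marks only. Near these genes the list had regions of rank 1913 and 187, neither in a promoter. Neither region contained a full RE1. The Pou5f1 region (chromosome 17, 35650884 to 35651139) was in an intron 4.682 kb downstream of the TSS. The Gapdh region (chromosome 6, 125111133 to 125111780) was in the 3' UTR, 3.854 kb downstream. These positions do not bear on the study's promoter controls. The nearest regions to Hoxa11 and Magea8 were 786.525 kb and 2742.194 kb away.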

Values the study reported

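The study reported 2136 genomic regions bound by REST in mouse ESCs. It found a complete or partial RE1 in 96.6% of them, or 2064 sites. About 3% of the bound sites coincided with H3K27me3 enrichment, and 0.5% of H3K27me3 domains were associated with REST. Of the sites near target genes, it counted 1202 within 20 kb and 617 within 5 kb of the TSS, of which 441 and 417 overlapped H3K4me3 peaks. The REST library comprised 11,954,736 uniquely aligned reads.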

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

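The alternative with the 5' end of each gene only and the alternative with regions holding a full RE1 only were chosen after seeing the data. Across 45 results, 213 alternatives were computed, and 191 were scored as unchanged, by direction and side of the threshold where a test was run. Counts without a test were among them. One was the number of lists called, which repeats the results of single lists. It was scored as unchanged although it went from 11 to 8 among the 1252 regions of higher rank. The number of regions moved to 1252 when only those of higher rank were kept, which is how that alternative was built. The pluripotency list turned from above to below other genes, at 3.85% against 4.46% in the 1252 regions of higher rank and at 3.85% against 4.49% with full RE1 regions only. In both settings 1 gene, of the 6 called with all regions, had a region left. A further 18 alternatives lost the call in the same direction, and 1 gained it (muscle and heart, 25% with the nearest TSS only). They concerned 3' UTR and intron midpoints, the housekeeping list (also lost with full RE1 regions only, odds ratio 1.64, exact adjusted p = 0.480), the liver and pancreas list (odds ratio 3.05, adjusted p = 0.0872 with the 5' end only; odds ratio 3.76, adjusted p = 0.104 with full RE1 regions only, against 3.74 with all regions), and 6 of the class pairs. Of these pairs 4 lost the call among the 1252 regions of higher rank, a cut on the quantity compared: 1 full RE1 and the left element, the left and the right element, and each element and no match. The left and the right element also lost it with at most 3 mismatches, as did 1 full RE1 and the wider gap, several full RE1s and the wider gap lost it with at most 6, and with region width the call was lost for 1 full RE1 and the wider gap and for the right element and no match. The cause was not tested. The shares near TSSs, the X share, the spacing, the RE1 share and the lists of mature neuronal genes kept their calls under every alternative run on them. No paired analysis was possible because a single pooled library was analysed, and leaving out a replicate was not possible for the same reason.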

Other observations

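The test of X share against RE1 density, the shares of unique 35-base words, the shuffled sequences and the split by mismatch count were chosen after results had been seen. The genome itself was searched for the RE1, which gives the view from the sequence. All 12 perfect RE1s in the genome lay in a REST-bound region, as did 84 of 89 with 1 mismatch (94.4%) and 287 of 334 with 2 (85.9%, exact 95% interval 81.7 to 89.5%). The share then dropped to 426 of 860 with 3 mismatches (49.5%), 419 of 4858 with 4 (8.62%) and 384 of 37614 with 5 (1.02%). The 5 sites with 1 mismatch outside any region were nearest to Stmn2, Lrrn1, Camk2a, Onecut2 and Npas4, several of them neuronal genes. The site near Stmn2, TTCAGCACCACGGACAGCGCT on chromosome 3 at 8508230 to 8508250, was 1.287 kb from the TSS, with no region within 461.665 kb. The site near Npas4 (chromosome 19, 4992552 to 4992572) was 3.302 kb from the midpoint of the region of rank 9.

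Unbound here means only that no region of the list covered the site. Read depth and the threshold of the peak callers there were unknown, so absence of REST does not follow. Loss of reads that map to several places is argued against for the 5 unbound sites with 1 mismatch, since 100% of the 35-base words within 200 bases of each occur once in the genome, whereas 47 of 809 bound sites with at most 3 mismatches had less than 90%. Position relative to genes may contribute to occupancy more widely: among sites with at most 3 mismatches in a 35-base context seen once, 238 of 334 within 5 kb of a TSS were bound (71.3%) against 399 of 672 beyond 20 kb (59.4%), with an odds ratio of 1.70 (Fisher's exact p = 2.29e-04) and of 1.58 within mismatch counts. Partly repeated sequence nearby was not adjusted for. Less than 90% of the words occurred once around 66 of 486 sites without a region (13.6%), against 5.81% of sites with one. Shares near and far from a TSS were 90.1% and 84.8% with 2 mismatches (Fisher's exact p = 0.258) and 58.1% and 46.3% with 3 (Fisher's exact p = 0.00541). With 1 mismatch they were 34 of 36 and 38 of 39, too few unbound sites to tell whether position bears on the 5, and no biological explanation was tested for them.

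The scarcity of regions on the X chromosome may follow in part from its sequence. RE1s with at most 3 mismatches occurred at 0.0802 per Mb on the X and at 0.536 per Mb on autosomes. The X share of all regions (0.919%) did not differ detectably from the X share of these genomic RE1s (1.00%, exact binomial p = 0.763). The test took the latter share, which rests on 13 X sites, as known. It also set unlike groups side by side, since only 10 of the 23 X regions held a full RE1. It therefore cannot decide why X regions were few, least of all those without a full RE1. Occupancy of the RE1s that the X does hold stays open: 6 of 13 were bound, against 803 of 1282 on autosomes (odds ratio 0.511, Fisher's exact p = 0.255). Loss of reads that map to several places may add to this at some of the 7 unbound X sites, where 93.3% of the 35-base words within 200 bases occurred once on average and 77.9% at the lowest, against a mean of 98.5% around bound sites (permutation p = 0.0243), but unbound autosomal sites had a similar mean of 94.2%. A lower copy number of the X is open too, as the 10 X regions with a full RE1 ranked a median of 509.75 places lower than autosomal regions of equal mismatch count (permutation p = 0.0662), and no biological explanation was tested.

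The 436 regions without a match appear to be a mixture, as a hypothesis. Many may hold an RE1 too degenerate for the limit used: 228 of 436 (52.3%) had a best match of 6 or 7 mismatches, against 129 of 786 flanking windows (16.4%, odds ratio 5.58, Fisher's exact p = 7.75e-39) and 18.9% of shuffled copies of the same regions. Reads gathered at highly transcribed genes are a candidate source for others, since 9 of 436 (2.06%) lay within 5 kb of a TSS of a ribosomal protein or core histone gene, compared with 0 of 1358 regions with 1 full RE1 (Fisher's exact p = 2.78e-06). As a description only, since it was drawn after such genes had been seen, 7 of 12 pluripotency and housekeeping genes with a region had only regions without a match, and 3 of 95 genes of the mature neuronal lists did. Gathering at open promoters was not decided, with an odds ratio of 0.744 for lying within 1 kb of a TSS (exact 95% interval 0.512 to 1.06), and the input library that could test these sources was not analysed here.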
